# Transcriptome Analysis of Ramie (*Boehmeria nivea* L. Gaud.) in Response to Ramie Moth (*Cocytodes coerulea* Guenée) Infestation

**DOI:** 10.1155/2016/3702789

**Published:** 2016-02-29

**Authors:** Liangbin Zeng, Airong Shen, Jia Chen, Zhun Yan, Touming Liu, Zhaodong Xue, Yongting Yu

## Abstract

The ramie moth* Cocytodes coerulea *Guenée (RM) is an economically important pest that seriously impairs the yield of ramie, an important natural fiber crop. The molecular mechanisms that underlie the ramie-pest interactions are unclear up to date. Therefore, a transcriptome profiling analysis would aid in understanding the ramie defense mechanisms against RM. In this study, we first constructed two cDNA libraries derived from RM-challenged (CH) and unchallenged (CK) ramie leaves. The subsequent sequencing of the CH and CK libraries yielded 40.2 and 62.8 million reads, respectively. Furthermore,* de novo* assembling of these reads generated 26,759 and 29,988 unigenes, respectively. An integrated assembly of data from these two libraries resulted in 46,533 unigenes, with an average length of 845 bp per unigene. Among these genes, 24,327 (52.28%) were functionally annotated by predicted protein function. A comparative analysis of the CK and CH transcriptome profiles revealed 1,980 differentially expressed genes (DEGs), of which 750 were upregulated and 1,230 were downregulated. A quantitative real-time PCR (qRT-PCR) analysis of 13 random selected genes confirmed the gene expression patterns that were determined by Illumina sequencing. Among the DEGs, the expression patterns of transcription factors, protease inhibitors, and antioxidant enzymes were studied. Overall, these results provide useful insights into the defense mechanism of ramie against RM.

## 1. Introduction

Ramie (*Boehmeria nivea* L. Gaud.), also called China grass, is a perennial herbaceous plant that belongs to the family Urticaceae. It is an important natural fiber crop, mainly grown in China, India, and other Southeast Asian and Pacific Rim countries [1]. Traditionally, ramie was planted as a fiber crop, and only the best fibers were harvested (constituting approximately 4% of the total dry matter). However, studies over the past decades have shown that ramie is rich in protein [2], and the shoots and leaves can be used as fodder for cattle and geese [3].

*Cocytodes coerulea *Guenée, also known as the ramie moth (RM), is a destructive plant pest. It can cause severe ramie yield reductions, as it feeds on ramie leaves and new shoots [4]. This pest is widely distributed in China, Japan, India, and Southeast Asian countries. In central and south China, up to four generations per year can occur during the vegetative growth phase of ramie [5]. Female RMs lay eggs (approximately 400 eggs each) on the abaxial leaf surface of ramie, which causes the leaves to yellow. After the eggs' hatching, the RM larvae begin to feed on the leaves, which will result in a net-like pattern of damage (Figure 1), and will seriously impair the plant's photosynthetic capacity, resulting in a yield reduction.

Chemicals such as dichlorvos, Trinox, and pyrethrum ester insecticides are effective in controlling RM larvae. However, the widespread use of agrochemicals can result in serious problems referred to as “3R-problem”: residue, resistance, and resurgence. Selecting RM-resistant cultivars is therefore considered to be the most economical, effective, and environment-friendly control measure for reducing RM damage. A previous study showed that different ramie cultivars displayed varied levels of resistance to RM, which were correlated to the phenol, tannin, and oxadate contents in the leaves [6]. However, the underlying molecular mechanism of this resistance to RM is unclear.

Methods such as suppression subtractive hybridization, cDNA-amplified fragment length polymorphism (cDNA-AFLP), and microarrays have been used to detect differentially expressed genes (DEGs) and hence elucidate the molecular mechanisms of plant responses to stress [7–11]. However, these methods are time consuming. Recently, high-throughput sequencing (Illumina HiSeq, Roche/454, and ABI SOLiD platform) has become a highly effective tool to identify DEGs, owing to its speed, cost-efficiency, and high-throughput ability. For example, high-throughput sequencing was employed to study the transcriptome profiles of* Gossypium hirsutum* [12, 13] and* Barbarea vulgaris* [14] after infestation with herbivorous larvae or insects.* B. vulgaris* can resist the diamond back moth (DBM) and other insects by producing feeding-deterrent triterpenoid saponins. By investigating the DBM-induced changes in the transcriptome, triterpenoid saponin biosynthetic pathways and regulatory networks were analyzed, and the genes involved in these pathways were consequently identified [14]. Furthermore, by comparing transcriptome changes of cotton before and after aphid and whitefly infestation, the expression of some marker genes involved in phytohormonal-mediated plant resistance was found to be suppressed after insect infestation [12]. The suppressed marker genes included cationic peroxidase 3, lipoxygenase I, and nonspecific lipase, which suggest that insects suppress plant resistance in order to facilitate their feeding. In this study, we used Illumina sequencing to compare the levels of differentially expressed genes in leaves of ramie plants with and without RM infestation. The underlying mechanisms involved in ramie defense against insects are subsequently discussed.

## 2. Materials and Methods

### 2.1. Plant Growth, Pest Inoculation, and RNA Preparation

Ramie Chuanzhu 8, which is moderately resistant to RM, was used in this study. Ramie seedlings were prepared with the shoot-cutting propagation method. The seedlings were cultured in a climate chamber at 26°C  ±  1°C, 75%  ±  1% relative humidity, with a photoperiod of 14 : 10 (L : D). RM egg masses attached to the back of ramie leaves were collected from infested ramie fields at the Institute of Bast Fiber Crops (112.11′E, 28.51′N). For hatching, the eggs were subjected to the same conditions as the ramie seedlings, and J2 larvae were used as inoculums. To prepare the challenged plants (CH), two J2 larvae were transferred to the ramie seedlings onto the fourth leaf from the shoot apex. To stimulate their appetite, larvae were kept on fasting for 12 h prior to inoculation. At 12, 24, 48, and 72 h after inoculation, the two topmost undamaged leaves were sampled. Unchallenged control (CK) plants were sampled simultaneously. There were five plants per treatment, and their sampled leaves were pooled per treatment. Overall, eight pooled samples were obtained (CK12, CK24, CK48, CK72, CH12, CH24, CH48, and CH72). Total RNA from each pooled sample was extracted using a commercially available EASYspin plus Total RNA kit (Aidlab, Beijing, China), following the manufacturer's protocol. The obtained RNA was subsequently stored at −80°C.

### 2.2. Transcriptome Library Preparation and Sequencing

For transcriptome sequencing of the CK and CH samples, equal amounts of extracted RNA from all four sampling time points were mixed. From these two mixtures, 5 *μ*g mixed RNA was used to construct two sequencing libraries, each corresponding to either the CK or the CH sample. From the mixed RNA samples, mRNA was purified by briefly allowing it to bind to magnetic oligo (dT) beads, and it was subsequently broken into short fragments by the addition of a fragmentation buffer (Ambion). The short mRNA fragments were used as templates for synthesizing first-strand cDNA with a random hexamer-primer, dNTPs, RNase H, DNA polymerase I, and GEX. A second-strand buffer was then added to synthesize second-strand cDNA. The resulting cDNA fragments were purified with a QiaQuick PCR extraction kit and subsequently eluted in EB buffer from the kit for end repair and the addition of poly(A) tails. The fragments were then subjected to agarose gel electrophoresis. Suitable fragments were recovered and used as templates for PCR amplification. Finally, the amplified library was sequenced using an Illumina HiSeq*™* 2000 platform at Biomarker Technologies Co., LTD, Beijing, China. The resulting data (i.e., the clean reads, counts, and RPKM values) have been submitted to the Gene Expression Omnibus (GEO) at the NCBI, with the GEO accession number GSE66447.

### 2.3. Assembly and Functional Annotation

In order to yield clean reads, adaptor-only reads, reads containing more than 5% unknown nucleotides, and low-quality reads (reads containing more than 50% of bases with a* Q*-value of ≤20%) were filtered out of the results after sequencing. To generate nonredundant unigenes, clean reads were subsequently assembled* de novo,* using the Trinity method with an optimized* K*-mer length of 25 [15].

For annotation, the unigenes were first searched against the NCBI nonredundant (Nr) database (http://www.ncbi.nlm.nih.gov/), the Swiss-Prot database (http://www.expasy.ch/sprot), the Clusters of Orthologous Groups (COG) database (http://www.ncbi.nlm.nih.gov/COG/), the Gene Ontology (GO) database (http://geneontology.org/), and the Kyoto Encyclopedia of Genes and Genomes (KEGG) protein database (http://www.genome.jp/kegg) using local BLASTx (with an *E* value < 10^−5^) to obtain homologous protein information. With Nr annotation, we used the Blast2GO program [16] to obtain GO annotation according to the molecular function, biological process, and cellular component ontology. WEGO software [17] was subsequently used to obtain GO functional classification of all unigenes. In addition, all unigene sequences were aligned to the COG database to predict and classify their possible functions.

### 2.4. Identification of DEGs

The transcript level of each expressed gene was calculated and normalized to reads per kilobase of exon model per million mapped read (RPKM) [18]. DESeq software (http://www-huber.embl.de/users/anders/DESeq/) [19] was used to find differentially expressed genes using pairwise comparisons, and the results of all statistical tests were corrected for multiple testing with the Benjamini-Hochberg false discovery rate (FDR) of *P* < 0.01. Sequences were regarded to be significantly differentially expressed if the adjusted *P* value was <0.01, and the absolute value of the log_2_ (fold change) was ≥1. Here, the fold change was calculated using the RPKM value of the CH library divided by that of the CK library.

### 2.5. Pathways Enrichment of DEGs

Pathway enrichment analysis based on the KEGG pathway database (http://www.genome.jp/kegg) was used to identify markedly enriched metabolic pathways or signal transduction pathways in differentially expressed genes, compared with the whole genome background. The following equation was used for the calculations:

(1) $$\begin{array}{c} p=1-\overset{m-1}{\underset{i=0}{\sum }}\frac{\left(\begin{array}{c} M\\ i \end{array}\right)\left(\begin{array}{c} N-M\\ n-i \end{array}\right)}{\left(\begin{array}{c} N\\ n \end{array}\right)}, \end{array}$$

where *N* is the number of all genes with a KEGG annotation, *n* is the number of DEGs in *N*, *M* is the number of all genes annotated to specific pathways, and *m* is the number of DEGs in *M*.

### 2.6. Quantitative Real-Time PCR (qRT-PCR) Analysis

To verify genes that were differentially expressed in RM-challenged samples compared with unchallenged ones, qRT-PCR was performed, using an iQ SYBR Green Super Mix kit (Bio-Rad) on an iCycler iQ system (Bio-Rad, Hercules, CA, USA). Gene-specific primers of 13 candidate genes (Table S1 in Supplementary Material available online at http://dx.doi.org/10.1155/2016/3702789) were designed using the Primer Premier 5.0 software. The ramie gene encoding actin, which displays a stable expression under different stress conditions [20], was used as an internal control for data normalization. For each sample, first-strand cDNA was synthesized from 1 *μ*g of the pooled RNA sample of the CK or CH plants, using a RevertAid First-Strand cDNA Synthesis Kit (Thermo Scientific, Fermentas, Vilnius, Lithuania), according to the manufacturer's instructions. All reactions were performed in triplicate. Expression levels of each gene are presented as the fold change relative to that of the control gene, calculated with the 2^−ΔΔCt^ method [21].

## 3. Results

### 3.1. Sequencing and* De Novo* Assembly

To study differently expressed genes in ramie leaves after RM infestation, ramie leaves were subjected to the feeding larvae of* C. coerulea *Guenée (J2). At 12, 24, 48, and 72 h after inoculation, the proportion of consumed leaves area by one larva were approximately 5%, 10%, 23%, and 35%, respectively, for each infested leaf (Figure 2). Leaves of CH (challenged) and CK (control) plants were sampled at these time points. RNA extracted from CH and CK samples was used to construct cDNA libraries with a fragment length of 200 bp. Fragments were then sequenced using Illumina paired-end sequencing technology. 

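The comparison of plants with and without RM larvae rests on 2 libraries, 1 of control leaves (CK) and 1 of leaves from challenged plants (CH). The leaves taken were the topmost undamaged ones, not the leaf on which the larvae fed. Each library mixes RNA of leaves sampled at 12, 24, 48 and 72 h, with 5 plants at each time point, so neither the time course nor the variation between plants can be read from it. For each of 46,533 unigenes of the merged assembly, the authors deposited an expected count of sequenced fragments, with RPKM and TPM, in each library. The counts sum to 17,800,062 fragments in CK and 26,938,918 in CH, and each fragment is called a read in the values given beside the text. The paper's own totals are 40,187,616 and 62,784,364 clean reads. The program that mapped and counted the reads is not given in the sources used here. At least 1 read fell on 37,321 unigenes in CK and on 40,172 in CH, and at least 10 reads on 18,499 and 20,402 unigenes. The most abundant transcript of CK was rubisco activase (comp32776_c2, 1.92% of reads), and that of CH was a Bowman-Birk trypsin inhibitor (comp38186_c0, 2.91%). A unigene was called higher or lower in CH when the 2-sided Audic-Claverie test on its counts gave an adjusted p below 0.01 (Benjamini-Hochberg, over the unigenes with at least 1 read) and its RPKM differed at least 2-fold. Each log2 value is the ratio of RPKM in CH to that in CK. Each fold is the ratio of counts per library total, with its exact 95% counting interval in brackets. Where a library had 0 reads, the fold is a lower bound from a floor of 3 reads, against the library totals. With 1 library per group the differences have no replicate check. The test compares these libraries, not the conditions, and the intervals cover counting error only. Unigenes of a gene family, or of one assembled component with the same comp number, can share reads, and their values are uncertain to that extent. Gene names are those of the best hit in another species.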

Raw sequencing data were obtained by base-calling transformation from the sequencing-received raw image data. After filtering, 40,187,616 and 62,784,364 clean reads of 90 bp in length were obtained for the CK and CH libraries, respectively (Table 1). The GC content of sequence data from the two libraries was 51.29% and 50.73%, respectively. Furthermore, the CycleQ20% was 100% for both, which indicates that the accuracy and quality of the sequencing data were sufficient for further analysis.

*De novo* assembly was performed using the Trinity method. Sequences that were not extended on either end were defined as being a unigene. Clean reads of CK and CH libraries were assembled into 26,759 (mean length 1,037) and 29,988 unigenes (mean length 982), respectively. To obtain integrated information, reads of the two libraries were merged as well. Finally, 46,533 unigenes for ramie leaves (Chuanzhu 8) were obtained, with an average unigene length of 845 bp (Table 1, Figure S1).

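The unigenes in the expression tables were 798 bp long on average, with a median of 423 bp. The lengths given there are averages over the transcripts of a unigene, so this mean need not equal the paper's. Unigenes with a database hit averaged 1187 bp and those without a hit 372 bp. Counted reads were thinly spread. Over the unigenes with at least 1 read in the library, the median was 9 reads in CK and 10 in CH. Over both libraries, 23,653 unigenes had at least 10 reads and 15,815 had at least 50. No read was counted for 9,212 unigenes in CK and for 6,361 in CH.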

### 3.2. Functional Annotation and Classification

All of the unigenes assembled were aligned to five public protein databases (Table 2). For these databases, the alignment resulted in 24,217 homologues (52.04% of all unigenes) with the Nr database, 17,948 (38.57%) with Swiss-Prot, 20,736 (44.56%) with GO, 9,089 (19.53%) with COG, and 5,929 (12.74%) with KEGG. 

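Most best hits in Nr were to land plants, and some were to fungi or to algae and other protists. Land plants gave the best hit of 23,113 unigenes, which held 96.9% of the CK reads and 97.0% of the CH reads. The genus Prunus alone gave the best hit of 6,518 unigenes. Fungi and oomycetes gave the best hit of 701 unigenes, with 23,973 reads in CK (0.135%) and 64,569 in CH (0.240%). Of these reads, 1,738 in CK and 26,576 in CH fell on only 5 unigenes with a best hit to Beauveria, a genus picked out after its values were seen. Protists and algae gave that of 303 unigenes, with 11,141 reads in CK (0.0626%) and 14,806 in CH (0.0550%), a smaller share in CH. For 210 unigenes the hit named no genus. None of the 417 genera was an animal, a bacterium or a virus, and 0 Swiss-Prot best hits were to human, mouse, fruit fly, silkworm, yeast or Escherichia coli. Which parts of the databases were searched is not given in the sources used here, so the lack of such hits does not show a lack of reads from such organisms. A best hit is the nearest sequence in the database and does not give the organism that a transcript came from.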

Overall, 24,327 (52.27%) unigenes were functionally annotated, and 11,842 of them were larger than 1,000 bp in length. Approximately half of all unigenes (22,206, 47.73%) had no database hits, suggesting that these genes are novel to the databases or specific for ramie.

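Unigenes without a hit carried few reads. They held 2.38% of the CK reads and 2.41% of the CH reads. Fewer than 10 reads over both libraries were counted for 73.4% of them, against 27.1% of the annotated unigenes. Their median length was 308 bp, and that of annotated unigenes 926 bp. Among the unigenes without a hit, 199 were higher and 307 lower in CH, and 101 of the 199 had at most 3 reads in CK.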

Based on the functional annotation information, 20,736 unigenes were categorized to 56 different GO terms that followed three main ontology groups: biological process, cellular component, and molecular function (Figure S2). Because of the matched homologous proteins in databases, some genes were assigned to more than one term. Overall, the 56 GO terms included 221,515 genes. Among these, 113,484 (51.23%) genes were classified into the biological process group and accounted for the greatest proportion, followed by 79,114 (35.71%) in the cellular component and 28,920 (13.06%) in the molecular function group. 

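In the annotation table, 18,398 unigenes carried a biological process term, 18,516 a cellular component term and 16,788 a molecular function term. The table gives terms at every level of the ontology, 290,548 in all. Biological process terms made up 61.5% of them, cellular component terms 21.3% and molecular function terms 17.2%. These shares count all terms given and not the summary classes of Figure S2.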

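Genes listed for a role in defense against insects went both ways in CH, with 8 higher and 17 lower. Table S2 lists 135 different unigenes, of which 105 had at least 10 reads over both libraries and 30 had fewer. The median log2(CH/CK) of the 105 was −0.01. An abundant member, a homolog of a protein that positions chloroplasts (comp38456_c0), had 13,591 reads in CK and 16,376 in CH, a log2 value of −0.33 that was under the 2-fold threshold. It was chosen after its values were seen.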

A total of 136 unigenes were annotated to be involved in biological processes associated with defense responses to insects (Table S2).

All unigenes were aligned to the COG database in order to predict and classify their possible functions. From the 24,217 unigenes (with Nr hits), 9,089 could be categorized according to the COG classifications (Figure S3). 

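Among the larger COG classes, translation was the one with more unigenes higher than lower in CH. In the class of translation and ribosomes 107 unigenes were higher in CH and 24 lower, and 95 of the 107 had at most 3 reads in CK. In transcription, 31 were higher and 65 lower. Signal transduction had 28 higher and 65 lower unigenes, and replication and repair had 24 and 62. In the class of general function prediction 80 were higher and 156 lower. Over all classes the 12,634 assignments held 496 higher and 849 lower calls. The counts describe these libraries and were not tested for enrichment.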

From the 25 categories, the cluster “general function prediction only” (2,314, 18.32%) represented the largest group, followed by “replication, recombination, and repair” (1,216, 9.62%), “translation, ribosomal structure, and biogenesis” (1,106, 8.75%), “transcription” (1,085, 8.59%), and “signal transduction mechanisms” (938, 7.42%). Collectively, 3,863 unigenes were assigned to various metabolic processes, and 144 unigenes were assigned to “defense mechanisms.” In contrast, only a few unigenes were assigned to “cell motility” (17, 0.13%) and “nuclear structure” (1, 0.01%), and none were assigned to “extracellular structures.”

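Metabolic genes as a whole were more often lower than higher in CH, and so were genes of the small defense class. Over the metabolic classes, with 3,508 assignments of 3,042 unigenes, 152 calls were higher and 292 lower. All COG classes together had 496 higher and 849 lower calls, so an excess of lower calls was not particular to metabolism. Carbohydrate transport and metabolism had 18 higher and 76 lower unigenes, and inorganic ion transport 7 and 35. Amino acid metabolism had 27 higher and 41 lower, secondary metabolism 27 and 45, and energy production 30 and 39, where 15 of the 30 had at most 3 reads in CK. Lipid metabolism was nearly even, with 25 higher and 27 lower, and nucleotide metabolism had more higher than lower, 8 and 5. Among the defense unigenes 1 was higher and 18 were lower.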

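None of the unigenes of cell motility and nuclear structure was called in either direction. Other structural classes did hold calls. Cell wall and membrane biogenesis had 11 higher and 44 lower unigenes, and the cytoskeleton 8 and 18, where 6 of the 8 had at most 3 reads in CK. Cell cycle control had 7 higher and 19 lower unigenes, and intracellular trafficking 7 and 2.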

### 3.3. Identification of 1980 DEGs Induced by RM Infestation

To identify the genes involved in RM responses, the transcriptomes of RM-infested and uninfested samples were compared. The number of clean reads for each gene was calculated. Individual sets of reads were then mapped back to the previously assembled transcript and counted as a proxy for gene expression. Differences in transcript expression between the CH and CK samples were identified with an algorithm developed by Audic and Claverie [22]. As a result, 1,980 genes (750 upregulated and 1,230 downregulated) with at least a twofold difference between the CK and CH treatment were identified as DEGs. 

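The unigenes with the largest differences belong to several gene groups. Highest in CH, by the interval bound nearest to 1 among unigenes with an informative name, were a polyphenol oxidase (comp20474_c0), a germacrene D synthase (comp36055_c0), a polygalacturonase inhibitor (comp24833_c0) and 3 ribosomal proteins. The germacrene D synthase, an enzyme of volatile terpene synthesis, was 124-fold higher (67.4 to 259). In the lists fixed by name, the lectin with the largest difference, of a type that binds sugars, was 35.8-fold higher (comp34312_c0, 33.2 to 38.6), and the lipid-transfer protein 24.1-fold (comp39396_c0, 22.7 to 25.7). In the senescence list it was asparagine synthetase, which makes an amide that carries nitrogen between organs, 5.63-fold higher (comp33348_c0, 5.52 to 5.74). Lowest in CH were the following unigenes. An extensin-like unigene (comp41382_c0) fell to 5 reads in CH from 4,088 in CK, another (comp51105_c0) had 401 reads in CK and 0 in CH, at least 202-fold lower, and a similar one (comp16375_c0) had 354 reads and 1. Best hits of these wall-protein unigenes were to algae. A proline-rich protein of the DC2.15 type (comp39525_c0) had 6,588 reads in CK and 105 in CH, lower by a factor of 78.3 to 116, and a germin-like protein (comp37604_c2) 58.7-fold lower (50.2 to 69.1). Also lower was hydroxypyruvate reductase HPR3 (comp28427_c0), by 54.1-fold (35.1 to 87.8).

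Of 43,302 unigenes tested, 1,075 were higher in CH and 1,854 lower. The higher ones differed by a median of 3.79-fold and the lower ones by 3.13-fold, while all unigenes with at least 50 reads had a median log2 of 0.00 (interquartile range −0.41 to 0.33). At most 3 reads in CK were counted for 380 of the 1,075 higher unigenes, and 153 of these 380 had a best hit to a fungus, an oomycete, a protist or an alga. With unigenes of at least 4 CK reads, an alternative chosen after seeing the data, 715 were higher. The number of calls depends on the variation assumed between libraries. With edgeR's exact test and a dispersion estimated blind to the groups, 60 unigenes were higher and 51 lower, and an assumed coefficient of variation of 0.4 between libraries gave 134 and 52.

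**Figure D1:**
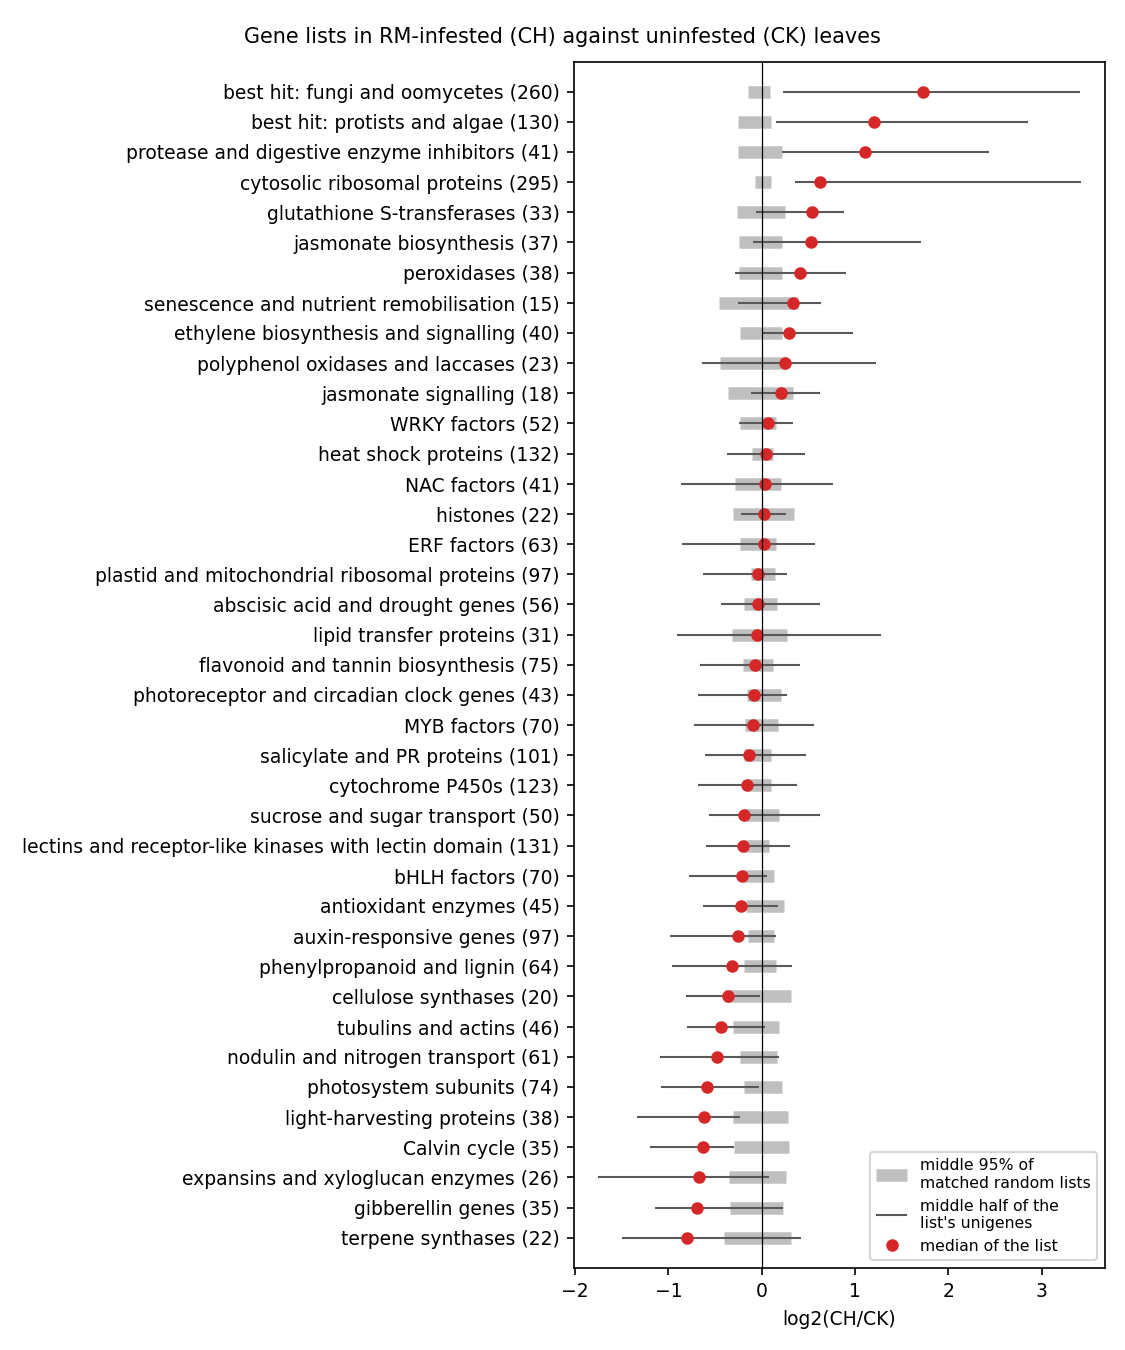
Median log2(CH/CK) of each gene list over its unigenes with at least 10 reads (points, horizontal axis), with its interquartile range (thin lines) and the middle 95% of 10000 random lists of the same size and expression (bars). Each list has its own line, with the number of unigenes in brackets. The protease and digestive enzyme inhibitors lie far to the right of their bar. The list labelled terpene synthases, which also holds a squalene monooxygenase, lies far to the left.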

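Called unigenes were annotated more often than unigenes in general. A database hit was found for 81.5% of the higher and 83.4% of the lower unigenes, against 52.3% of all. Unigenes with few reads can hardly be called, and 73.4% of those without a hit had under 10 reads, against 27.1% of annotated ones. The 52.3% is therefore not a baseline for unigenes that could be called. Of the called unigenes 2,419 had a hit in Nr, 2,122 in GO, 1,950 in Swiss-Prot, 976 in COG and 572 in KEGG. Higher and lower calls were even among the KEGG-annotated unigenes, with 285 and 287, and 154 of these 285 had at most 3 reads in CK. In Nr, 873 were higher and 1,546 lower.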

According to the annotation information of the unigenes described above, 1,799 of these DEGs were functionally annotated (Figure 3). Among these DEGs, 87 transcription factors (TFs) belonging to 22 families were found for plants infested with RM (Table 3, Table S3). Furthermore, 16 DEGs involved in the defense response to insects (by GO annotation) were identified for the RM-infested plants (Table S2).

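Transcription factors differed between the libraries in both directions. WRKY69 (comp38401_c0) was 3.87-fold higher in CH (3.61 to 4.15), a NAC factor (comp36212_c0) 4.72-fold (3.86 to 5.82), and the ABR1-type ERF comp33977_c1 5.90-fold (4.60 to 7.67). The bHLH factor ATR2 (comp33936_c0) had 1 read in CK and 104 in CH, a ratio of 68.7 (12.1 to 2740). ERF109 (comp27717_c1) was 19.3-fold lower (14.2 to 27.0) and bHLH93 (comp29464_c0) 15.9-fold lower (8.31 to 34.1). HY5 (comp33391_c0), which promotes light-driven development, was 3.81-fold lower (3.27 to 4.44). Of the 87 factors of Table S3, 29 were higher and 57 lower, and the WRKY unigene comp32854_c0 was not called (log2 −0.99). All 87 had the sign that the paper lists, and the log2 values of 76 lay within 0.2 of the paper's. Since the study chose these factors on the same libraries, their count is not independent evidence. With a dispersion estimated blind to the groups edgeR called 2 of them in the listed direction, with a coefficient of variation of 0.2 assumed between libraries it called 38, and 35 differed at least 4-fold.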

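Among the insect-defense genes an acid phosphatase of the vegetative storage protein type (comp25126_c0) stood out, with 55 reads in CK and 1,645 in CH (19.8-fold, 15.1 to 26.3). Proline dehydrogenase (comp38690_c0) and a raffinose-forming galactosyltransferase (comp38988_c0) were 2.21-fold and 2.07-fold higher. A fatty acid desaturase (comp30564_c0) was 8.25-fold lower in CH (5.09 to 14.0), and a long-chain acyl-CoA synthetase (comp37726_c0), which acts in making cutin and wax, 4.03-fold lower (3.36 to 4.85). These unigenes were chosen after their values were seen. Of the 135 unigenes, 8 were higher, 17 were lower and 110 were not called. All 15 that Table S2 marks were called in the marked direction, and 10 called unigenes carry no mark. At an assumed coefficient of variation of 0.4 between libraries 1 was called, and at least 4-fold 11 differed.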

### 3.4. Validation of DEGs by qRT-PCR

To confirm the gene expression profiles obtained through Illumina sequencing, the expression patterns of 13 candidate genes (Table S1) were further analyzed with qRT-PCR. For the CH samples, the values are presented as the fold change in gene expression, normalized to the reference gene (actin), relative to the CK samples. Overall, eight genes were upregulated, whereas five genes were downregulated in the CH sample (Figure 4). Although the fold changes in gene expression detected by qRT-PCR were smaller than those detected by Illumina sequencing, the qRT-PCR analysis validated the trend obtained through Illumina sequencing.

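In the RNA-seq libraries, the polyphenol oxidases and the chitinase among these candidates were higher in CH, while both PR-1 genes were lower. A polyphenol oxidase, an enzyme that oxidizes phenols when tissue is broken, was 83.9-fold higher (comp20474_c0, 73.2 to 96.6), and a second one (comp25258_c2) 3.63-fold (2.63 to 5.13). A class I chitinase (comp36619_c1) was 11.6-fold higher (11.0 to 12.1). A NAC factor (comp31671_c0) was 5.62-fold higher (3.44 to 9.73) and WRKY75 (comp26940_c0) 3.69-fold (2.77 to 5.00). The alpha-tubulin comp21586_c0, whose best hit is to barley, had 0 reads in CK and 44 in CH, at least 9.69-fold more. Lower were the PR-1 unigenes comp16233_c0, by 13.7-fold (11.0 to 17.2), and comp31941_c0, by 15.4-fold (9.58 to 26.1). ERF017 (comp27465_c0) was 5.71-fold lower (5.07 to 6.44) and an RPP13-like resistance gene (comp20054_c1) 5.32-fold (3.44 to 8.50). The peroxidase comp30740_c0 and the trypsin inhibitor comp27345_c0 were also higher, and the peroxidase comp31888_c0 was lower. All of them were called. Actin, the reference gene of the qRT-PCR, has several unigenes in the libraries. The most abundant (comp33067_c0) had 26,826 reads in CK and 56,560 in CH and was not called (log2 0.47), while comp25660_c1 was 3.60-fold lower in CH (3.26 to 3.99). The first of these was chosen after its values were seen. Which actin served as the reference is not given in the sources used here, and the qRT-PCR values were not analysed here.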

### 3.5. Pathway Enrichment Analysis of DEGs

The RM-affected biological pathways were evaluated by enrichment analysis of DEGs. A total of 97 pathways in ramie were probably affected by RM infestation (Table S4). Thirteen pathways were found to be significantly affected by DEGs (*P* < 0.05): four through upregulated DEGs, five by downregulated DEGs, and four enriched by both up- and downregulated DEGs (Table 4). The most significantly affected pathway in ramie following RM infestation was ribosome (*P* < 0.0001), which included 84 upregulated and two downregulated DEGs. 

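Ribosomal protein unigenes with reads in both libraries were somewhat higher in CH as a group, and nearly all of the higher calls came from unigenes almost absent from CK. The S8 protein of the small subunit (comp51667_c0) had 0 reads in CK and 303 in CH, at least 66.7-fold more, and its best hit is to barley. L7a of the large subunit (comp18385_c0), with a best hit to maize, was at least 60.8-fold higher (0 and 276 reads). The acidic protein P2A (comp16077_c0), with a best hit to a fungus, had 1 read in CK and 407 in CH, a ratio of 269 (48.0 to 10648). The lower unigenes encode the chloroplast proteins L4 (comp28336_c0, 2.19-fold, 2.02 to 2.39) and L13 (comp35213_c0, 2.07-fold, 1.90 to 2.24). Of 510 unigenes in the ribosome pathway, 92 were higher and 2 lower (94 and 2 when adjusted over the list alone). At most 3 CK reads were counted for 91 of the 92, and 52 of them had a best hit to a fungus, an oomycete, a protist or an alga.

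The 353 pathway unigenes whose best hit was to a eudicot, the group of plants that holds ramie, had 253,976 reads in CK and 497,547 in CH. Of these, 11 were higher and 2 lower, and their median log2(CH/CK) was 0.37 (interquartile range 0.07 to 0.55). Unigenes with another best hit, or with no genus named, numbered 157 and had 4,938 and 19,496 reads. In this group 81 were higher and 0 lower, with a median log2 of 3.86. The pathway as a whole had a median log2 of 0.57, above all 10000 random lists of the same size and expression, which held a median of 16 higher unigenes. This rank is a description of these libraries. Cytosolic ribosomal proteins, a list of 538 unigenes fixed by their names, gave 96 higher and 0 lower (98 and 0 when adjusted over the list alone), 94 of the 96 with at most 3 CK reads. Plastid and mitochondrial ribosomal proteins gave 3 higher, each with 0 CK reads, and 9 lower of 162 (3 and 9 when adjusted over the list alone). With at least 10 reads required in each library the pathway had a median log2 of 0.38 and cytosolic ribosomal proteins one of 0.42, both above all random lists, while 0 pathway unigenes were called higher, and with at least 4 CK reads, an alternative chosen after seeing the data, 2 were. Without unigenes whose best hit lies outside land plants, also chosen after seeing the data, 40 were higher, and edgeR with a dispersion estimated blind to the groups called 23.

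**Figure D2:**
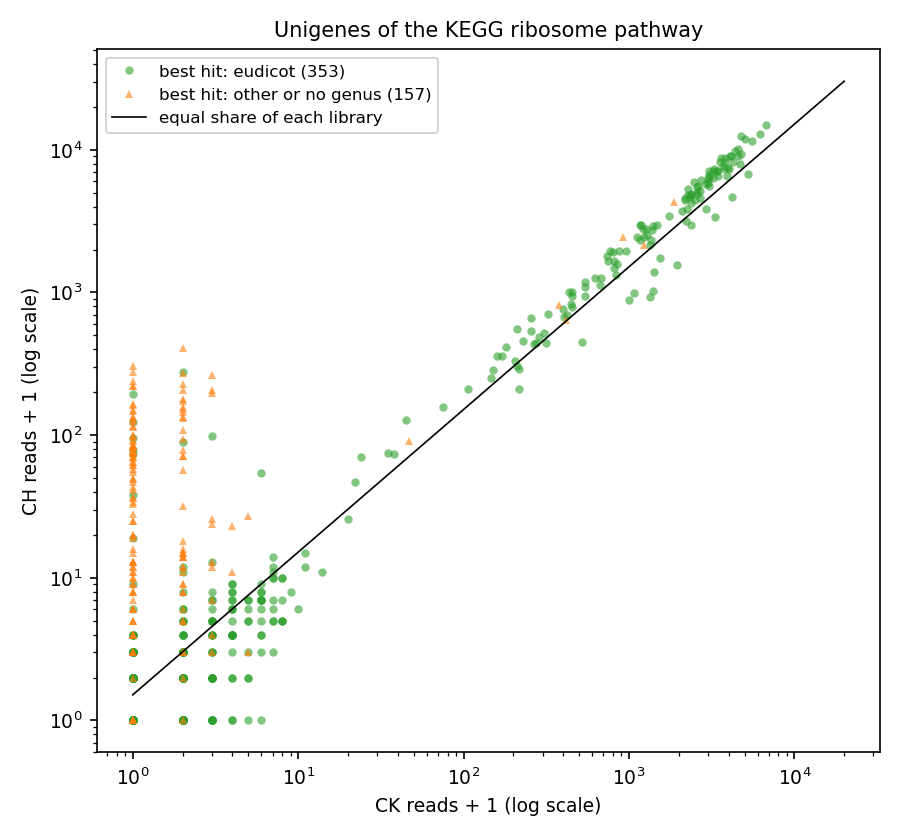
Reads of each ribosome pathway unigene in the CK library (horizontal axis) and in the CH library (vertical axis), each plus 1 and on a log scale. Circles are unigenes with a eudicot best hit and triangles the others, the line marks an equal share of both libraries, and the 91 higher unigenes with at most 3 CK reads stand at the left.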

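The called unigenes assigned by KEGG ortholog to alpha-linolenic acid metabolism, from which jasmonate is made, were all higher in CH. A wider list of jasmonate synthesis genes, fixed by their names, held 10 higher and 3 lower. Allene oxide synthase, the enzyme that commits the lipoxygenase product to jasmonate (comp38024_c0), was 4.35-fold higher in CH (4.11 to 4.61). An acyl-CoA oxidase of the later chain-shortening steps (comp38139_c0) was 2.26-fold higher (2.02 to 2.54), and a second acyl-CoA oxidase (comp37093_c0) was also higher. Of the 14 unigenes assigned to the pathway, 3 were higher and 0 lower, with the same counts (3 and 0) when adjusted over the list alone. The 9 with at least 10 reads had a median log2 of 0.96 (interquartile range 0.54 to 1.05), above all 10000 random lists, which held a median of 0 higher unigenes and at most 4. Scaling by TMM or by the median of ratios gave 5 higher unigenes, a 4-fold threshold 1, and edgeR with a dispersion estimated blind to the groups 0.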

The second most significantly affected pathway was that of alpha-linolenic acid (ALA) metabolism (*P* < 0.0001), for which five DEGs were upregulated (Figure S4). 

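The called genes of the photosynthetic apparatus were all lower in CH, from light capture to carbon fixation. A light-harvesting chlorophyll-binding protein (comp35392_c0) was 20.6-fold lower (16.6 to 26.0), and others were 6.73-fold (comp33470_c0, 5.78 to 7.87) and 4.81-fold lower (comp33214_c0, 4.24 to 5.47). PsbS of photosystem II, which protects leaves from excess light (comp27725_c0), was 12.0-fold lower (11.5 to 12.5), and the iron-sulfur subunit of cytochrome b6-f (comp24846_c0) 16.6-fold lower (14.9 to 18.7). Ferredoxin (comp30621_c1) was 15.0-fold lower (9.07 to 26.3). In the Calvin cycle the rubisco small chain (comp20267_c0) went from 255,350 reads in CK to 89,953 in CH, 4.30-fold lower (4.26 to 4.33), and rubisco activase (comp32776_c2) was 2.64-fold lower (2.63 to 2.66). Of 181 unigenes in both photosynthesis pathways, 33 were lower and 0 higher (33 and 0 when adjusted over the list alone), 22 of them in the photosynthesis pathway and 11 in that of antenna proteins. Their median log2 was −0.61 (interquartile range −1.19 to −0.15), below all 10000 random lists, which held a median of 10 lower unigenes. By name, 16 of 100 photosystem subunits, 12 of 52 light-harvesting proteins and 9 of 69 Calvin cycle unigenes were lower and 0 higher, with the same counts when adjusted over the list alone. The 9 Calvin cycle calls became 6 with median-of-ratios scaling, 2 with a coefficient of variation of 0.2 assumed between libraries, 1 at 4-fold and 0 with a dispersion estimated blind to the groups. With edgeR and a dispersion estimated blind to the groups 3 of the 181 were lower, with a coefficient of variation of 0.2 assumed between libraries 17 were, and 11 differed at least 4-fold.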

Finally, genes involved in photosynthesis and photosynthesis-antenna proteins pathways were also found to be significantly affected by RM infestation, with 30 of these genes being downregulated.

## 4. Discussion

### 4.1. *De Novo* Assembly of the Ramie Transcriptome

Genomewide gene expression profiles can help elucidate the molecular interactions between pests and hosts. In this study, transcriptome changes were analyzed with Illumina sequencing, in order to investigate the defense mechanisms of ramie (the medium-resistant Chuanzhu 8 hybrid) to RM. This resulted in two libraries corresponding to ramie leaves that were RM-infested and uninfested.* De novo* assembly yielded 46,533 unigenes with an average length of 845 bp. In 2013, the whole-plant transcriptome of ramie Zhongzhu 1 was* de novo* assembled, using data yielded from Illumina sequencing. A total of 43,990 unigenes with an average length of 824 bp were obtained from approximately 53 million reads [1]. Subsequently, the transcriptome of this ramie was reassembled by adding new data from a ramie-*Pratylenchus coffeae* interaction study. In that study, a total of 50,486 unigenes with an average length of 853 bp were obtained [23]. More recently, in order to uncover the molecular mechanism behind ramie fiber biosynthesis and development, the transcriptomes of ramie bast, phloem, and xylem were sequenced, and genes involved in cellulose synthesis were studied [24, 25]. Our study focused on insect-induced transcriptome changes in ramie. The resulting data add to the available genetic resources for exploring the developmental biology and defense mechanisms of ramie in response to various stresses.

### 4.2. RM Infestation Induced Transcriptome Changes of Ramie

Recently, there have been studies on changes in ramie transcriptome in response to biotic stresses from* P. coffeae* [23] and* Colletotrichum gloeosporioides* [26], or from abiotic stresses such as drought [27], or cadmium addition [28]. These studies provided insights into the molecular basis of ramie tolerance and resistance to stress. However, transcriptome-related information of ramie-RM interactions is still lacking up to date. In our study, by comparing transcriptome profiling of RM-challenged and unchallenged ramie leaves, 1,980 genes were identified as DEGs, of which 750 were upregulated and 1,230 were downregulated. By searching against a public database, 657 upregulated and 1,142 downregulated genes were functionally annotated. Furthermore, the expression patterns of 13 candidate genes, including three TFs genes, nine defense related protein genes, and one tubulin gene, were confirmed using qRT-PCR. 

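Annotated unigenes were 876 of the higher and 1,547 of the lower calls. Among those with a best hit to a land plant, 700 were higher in CH and 1,525 lower. Unigenes with a best hit to a fungus or oomycete ran the other way, with 117 higher and 6 lower, and 110 of the 117 had at most 3 reads in CK. Those with a best hit to a protist or an alga had 50 higher and 7 lower calls, 43 of the 50 with at most 3 reads in CK. Unigenes whose hit named no genus were even, with 9 higher and 9 lower.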

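The lists of expansins, auxin-responsive genes and gibberellin genes each held more lower than higher calls in CH. Expansins, which loosen cell walls as cells enlarge, included comp32834_c0, 19.4-fold lower in CH (17.3 to 21.7), and comp32008_c0, 8.60-fold lower (7.76 to 9.54). Of 40 unigenes of expansins and xyloglucan enzymes, 13 were lower and 2 higher (13 and 2 when adjusted over the list alone). SAUR genes, which respond to auxin, included comp16002_c0, 13.4-fold lower (9.82 to 18.6), and comp31790_c0, 5.43-fold lower (4.15 to 7.18). Among 124 auxin-responsive unigenes 19 were lower and 5 higher (19 and 5 when adjusted over the list alone). A gibberellin 3-oxidase, which makes active gibberellin (comp33017_c0), was 3.00-fold lower (2.77 to 3.25). In the gibberellin list 8 of 44 were lower and 3 higher (8 and 3 when adjusted over the list alone). Among cellulose synthases and their relatives, 2 of 37 were lower and 0 higher (2 and 0 when adjusted over the list alone), both of the CslE6 type (comp37676_c1, 4.41-fold, 3.12 to 6.33, and comp37676_c0, 2.75-fold, 2.30 to 3.30), with a list median of −0.36 at the 3.41 percentile of random lists. Over all calls, 63.3% were lower. Under assumed variation between libraries 53.9% of calls were lower for a coefficient of variation of 0.2, 45.9% for a dispersion estimated blind to the groups and 28.0% for a coefficient of 0.4, where 65 of the 134 higher calls were cytosolic ribosomal unigenes. The share was 71.4% with at least 10 reads in each library and, in alternatives chosen after seeing the data, 73.4% with at least 4 CK reads and 67.0% without hits outside land plants.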

Upon RM infestation, more genes in the ramie leaves were found to be downregulated than upregulated, which is similar to observations in* B. vulgaris*-*Plutella xylostella* interactions [14].

### 4.3. Transcription Factor Responding to RM

A transcriptional control of stress, or responsive gene expression, by TFs is crucial in a plant's response to various biotic and abiotic stresses [29, 30]. Well-known TFs involved in plant defense responses to pathogens or pest attacks include WRKY, ERF, MYB, bZIP, and NAC [30–33]. TFs can activate plant defense responses or be involved directly in different defense signaling pathways [34–36].* WRKY3* and* WRKY6* of tobacco are two insect-responsive WRKY genes; they directly regulate the accumulation of jasmonate (JA) and trypsin proteinase inhibitors and indirectly regulate JA signaling-mediated defenses. Silencing of these genes resulted in increased susceptibility to herbivores, indicating that* WRKY3* and* WRKY6* play important roles in the herbivore resistance of plants [37].* OsERF3*, an ERF type TF of rice, was found to mediate resistance to the striped stem borer, mostly likely by suppressing MAPK repressors and modulating JA, SA, ethylene, and H_2_O_2_ pathways [38].* Arabidopsis* transcription factor* AtMYB12* can regulate a number of pathways (including the phenylpropanoid pathway) in transgenic tobacco. This results in an increased accumulation of rutin, and enhanced resistance to* Spodoptera litura* and* Helicoverpa armigera* [39]. Furthermore,* AtMYB44* can regulate resistance of* Arabidopsis* to the green peach aphid and diamondback moth by activating EIN2-affected defenses [40]. Previously, comparative transcriptome analysis revealed that, for ramie, drought stress and root lesion nematode infection regulated 24 TF genes (containing three NACs, two MYBs, and one EFR) and 40 TFs genes (containing 10 bHLHs, five MYBs, two NACs, and one ERF), respectively [20, 27]. In this study, the expression of 87 TFs was affected by RM larvae infestation (29 were upregulated and 58 were downregulated) and most of them belonged to bHLH (19), EFR (14), ZFP (14), MYB (8), NAC (6), and WRKY (4) families. 

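NAC factors of the study's list were mainly higher in CH, with 5 of 6 higher, and bHLH factors mainly lower, with 14 of 19 lower. In the EFR family 5 were higher and 9 lower, among zinc finger proteins 4 and 10, and among MYB factors 3 and 5. The RF2 factors (3) and GATA factors (2) were all lower. Since the study chose these factors on the same libraries, the families were also counted over every unigene with the family's name. Of 82 bHLH unigenes 4 were higher, 3 of them with at most 3 reads in CK, and 12 lower (4 and 15 when adjusted over the list alone), and their median log2 of −0.21 stood at the 1.78 percentile of random lists. Of 77 ERF unigenes 8 were higher and 12 lower, as when adjusted over the list alone (8 and 12), with a median of 0.02. Of 50 NAC unigenes 5 were higher and 3 lower (5 and 4 when adjusted over the list alone), with a median of 0.04, and 0.26 where at least 10 reads were required in each library. WRKY genes had 2 higher and 1 lower of 62 (2 and 1 when adjusted over the list alone; median 0.07), and MYB genes 3 higher and 8 lower of 87 (3 and 9 when adjusted over the list alone; median −0.09).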

Overall, we assume that the insect defense mechanisms that involve these TFs are complicated.

### 4.4. Protease Inhibitors Responding to RM

Insects feed directly on plant tissue, and the plant endogenous enzyme inhibitors obstruct this digestion by influencing the digestive amylases and proteases present in the insect guts [41]. Transgenic research showed that some endogenous protease inhibitors (PIs) of plants displayed antiherbivore characteristics. For example, bean *α*-amylase inhibitor 1 gives transgenic cowpeas an increased resistance to two storage pests,* Callosobruchus maculatus* and* C. chinensis, *which cause severe damage to cowpea seeds during storage [42]. Furthermore, the barley trypsin inhibitor (*CMe*) increases the resistance of transgenic rice to* Sitophilus oryzae *[43], and trypsin inhibitors from other plants have shown to increase resistance to insects [44–48]. 

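Inhibitors of digestive enzymes were higher as a group in CH. The list of protease and digestive enzyme inhibitors, fixed by names in the annotation, holds 53 unigenes, of which 17 were higher in CH and 0 lower (17 and 0 when adjusted over the list alone). At most 3 reads in CK were counted for 4 of the 17, and each of the 17 had a best hit to a land plant. The 41 unigenes with at least 10 reads had a median log2(CH/CK) of 1.11 (interquartile range 0.22 to 2.44). This median lay above all 10000 random lists of the same size and expression, which held a median of 2 higher unigenes and at most 9. Under an assumed coefficient of variation of 0.2 between libraries 10 were higher, and with a dispersion estimated blind to the groups 1 was.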

In our study, 14 genes encoding for different protease inhibitors were found to respond to RM larvae infestation. These 14 genes included trypsin inhibitors (comp15649_c0, comp27345_c0, comp30853_c0, and comp38186_c0), alpha-amylase/subtilisin inhibitors (comp28610_c0 and comp29690_c0), polygalacturonase inhibitors (comp24833_c0 and comp27076_c0), and a xyloglucanase inhibitor (comp36158_c1). Three of these genes (comp15649_c0, comp39830_c0, and comp36636_c0) were also annotated by GO analysis for involvement in the insect defense response in the biological process group. Additionally, several genes were upregulated following RM infestation. This included four genes encoding trypsin inhibitors, such as comp15649_c0 (upregulated 18.6-fold), comp27345_c0 (4.7-fold), comp30853_c0 (4.4-fold), and comp38186_c0 (7.3-fold), as well as two alpha-amylase/subtilisin inhibitor encoding genes, being comp28610_c0 (8.7-fold) and comp29690_c0 (2.6-fold). These results imply that these genes play active roles in ramie-pest defense.

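The inhibitors of cell-wall degrading enzymes that the paper names were each higher in CH. Polygalacturonase inhibitors block enzymes that break down pectin. The first (comp24833_c0) had 13 reads in CK and 2,079 in CH, 106-fold more (61.7 to 199), and the second (comp27076_c0) was 5.56-fold higher (3.77 to 8.48). The xyloglucanase inhibitor (comp36158_c1) had 69 and 262 reads, 2.51-fold more in CH (1.92 to 3.32).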

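The proteinase inhibitor comp39830_c0 had 225 reads in CK and 1,988 in CH, 5.84-fold more (5.08 to 6.73). The related comp36636_c0 had 18 reads and 95, 3.49-fold more (2.09 to 6.14). Both were called higher, and both have a best hit to Capsella.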

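The trypsin inhibitors that the paper names, which block a main digestive protease of caterpillars, were each higher in CH. The Bowman-Birk inhibitor comp38186_c0 was abundant in both libraries, with 71,773 reads in CK and 784,709 in CH (RPKM 7503 and 54716), 7.22-fold more (7.17 to 7.28). A second Bowman-Birk type inhibitor (comp30853_c0) was 4.34-fold higher (3.98 to 4.74) and comp27345_c0 4.68-fold (3.74 to 5.91). The unigene comp15649_c0 had 0 reads in CK and 33 in CH, so it was at least 7.27-fold higher. Alpha-amylase/subtilisin inhibitors block the digestion of starch and protein. The higher of these in CH, comp28610_c0, had 662 and 8,602 reads, 8.59-fold more (7.93 to 9.31), and comp29690_c0 had 129 and 507, 2.60-fold more (2.14 to 3.18). Beside this higher expression, the paper gives a GO annotation to insect defense for some of its inhibitors and cites work on transgenic plants. It proposes that the inhibitors act in the defense of ramie.

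**Figure D3:**
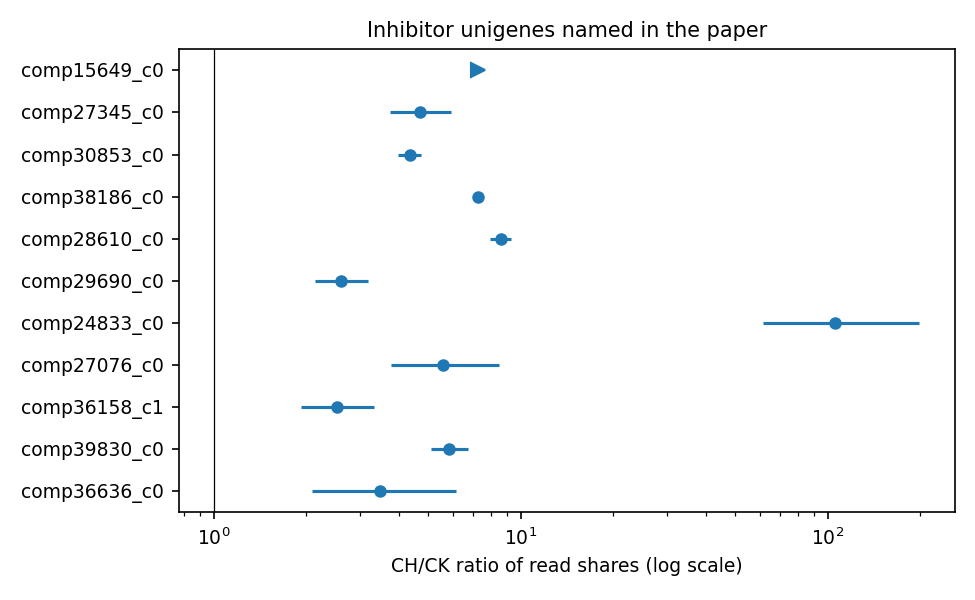
Fold of CH over CK for the inhibitor unigenes that the paper names, on a log scale, with exact 95% counting intervals (lines). The triangle is comp15649_c0, which had 0 reads in CK and is drawn at its lower bound of 7.27.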

### 4.5. Antioxidant Enzymes Responding to RM

Plants respond to many forms of biotic stress by generating reactive oxygen species (ROS) that participate in defensive signaling and potentiate a hypersensitive response (HR) at the infection site [49]. Immediately after tissue damage caused by herbivore feeding, plants transiently produce ROS (such as the superoxide anion) in the damaged tissue. They additionally produce H_2_O_2_ both locally and systemically throughout the plant [50]. After RM infestation, gene expression of two lignin-forming anionic peroxidases (comp30740_c0 and comp32955_c0), two peroxidases (comp24676_c0 and comp33647_c0), one glutathione peroxidase (comp36311_c0), and one catalase (comp191149_c0) was upregulated. Furthermore, gene expressions of two peroxidases (comp30251_c0 and comp31888_c0) were downregulated. 

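The peroxidases that the paper names as upregulated, enzymes that use hydrogen peroxide, were each higher in CH. The lignin-forming peroxidase comp32955_c0 had 7,725 reads in CK and 36,287 in CH, 3.10-fold more (3.03 to 3.18), and comp30740_c0 was 2.19-fold higher (2.09 to 2.29). The peroxidase comp33647_c0 was 3.65-fold higher (3.38 to 3.94) and comp24676_c0 2.88-fold (2.58 to 3.24). Glutathione peroxidase comp36311_c0 had 80 and 266 reads, 2.20-fold more (1.71 to 2.86). The catalase comp191149_c0 had 1 read in CK and 56 in CH, a ratio of 37.0 (6.37 to 1487), and its best hit is to a brown alga.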

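The peroxidase comp31888_c0 had 448 reads in CK and 126 in CH, 5.38-fold fewer (4.41 to 6.61). The other, comp30251_c0, was 3.39-fold lower in CH (2.85 to 4.05). Of 58 peroxidase unigenes in the libraries, 6 were higher and 3 lower (6 and 3 when adjusted over the list alone). The third lower one was comp21614_c0 (1.98-fold, 1.57 to 2.51). The 38 with at least 10 reads had a median log2 of 0.41, above all 10000 random lists, and this became 0.18, at the 97.2 percentile, where at least 10 reads were required in each library.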

Peroxidase (POD), catalase (CAT), and glutathione peroxidase (GPX) are well-known oxidative stress-related proteins that participate in ROS metabolism [51, 52]. POD is important in ROS generation, whereas CAT and GPX are important in ROS scavenging [52, 53]. A number of studies suggested that POD and CAT play important roles in plant resistance to herbivory [54, 55]. These enzymes were also reported to be involved in ramie resistance to nematodes and anthracnose fungi [26, 56]. In addition, studies also showed that GPX increases plant tolerance to different stress types and regulates cellular immune responses [57, 58]. Moderate amounts of ROS are beneficial, but increased levels of ROS can inhibit cell migration and proliferation. It can even cause severe tissue damage. Therefore, cells must develop strategies for the detoxification of these molecules [59]. In general, plants appear to balance generating ROS as a defensive mechanism and producing ROS-detoxifying enzymes to cope with their own oxidative damage [60]. Hence, oxidative stress-related genes are not uniformly regulated (some upregulated and others downregulated) in leaf tissue in response to insect infestation [61].

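Antioxidant genes went both ways in CH, with more of them lower. Peroxiredoxin Q (comp30082_c0) was 10.6-fold lower (9.43 to 11.8) and the chloroplast copper-zinc superoxide dismutase (comp29067_c0) 2.61-fold lower (2.51 to 2.73). A phospholipid hydroperoxide glutathione peroxidase (comp27736_c0), which repairs oxidized lipids, was 2.35-fold higher (2.28 to 2.43). Of 81 unigenes of catalases, dismutases and other antioxidant enzymes, 3 were higher and 6 lower (3 and 6 when adjusted over the list alone). The median log2 of the 45 with at least 10 reads was −0.23, at the 0.80 percentile of random lists.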

### 4.6. ALA Metabolism Influenced by RM Infestation

ALA metabolism is one of the pathways that was significantly affected by RM infestation; the end products of this pathway are (−)-methyl-jasmonate (MeJA) or (+)-7-isomethyl-jasmonate. Upregulation of five genes in this pathway leads to accumulation of JA. 

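Across the wider list of jasmonate synthesis genes, lipoxygenases went both ways in CH and the enzyme that methylates jasmonate was lower. A lipoxygenase of the 13S type (comp31063_c0) had 6 reads in CK and 286 in CH, 31.5-fold more (14.3 to 86.5). An abundant 9S-lipoxygenase (comp39017_c0) went from 22,781 reads to 161,198, 4.68-fold more (4.61 to 4.74). Jasmonate O-methyltransferase (comp35473_c0), which makes methyl jasmonate, was 6.07-fold lower (4.93 to 7.52). Of 45 unigenes 10 were higher and 3 lower (10 and 3 when adjusted over the list alone), with a median log2 of 0.52 (interquartile range −0.09 to 1.71), above all 10000 random lists. The list also holds 17 unigenes of 9S-lipoxygenases, which do not lead to jasmonate, and 4 of these were higher. Of the other 28, 6 were higher and 3 lower, with a median of 0.53, a split chosen after the values were seen. Among 23 unigenes of jasmonate signaling 3 were higher and 1 lower (3 and 2 when adjusted over the list alone), with a median of 0.20 at the 87.8 percentile. The higher ones encode TIFY (JAZ) repressors, which jasmonate induces, such as TIFY10A (comp35330_c0, 3.35-fold, 3.11 to 3.62) and TIFY9 (comp28643_c0, 4.48-fold, 2.55 to 8.51). With a dispersion estimated blind to the groups 0 of the synthesis genes were higher. No metabolite was measured in these libraries.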

JA accumulation usually triggers the biosynthesis of phytoalexins and affects the expression of PR genes synergistically, or by antagonizing the action of other plant hormones [62]. In higher plants, JA is synthesized mainly via the octadecanoid pathway, and lipoxygenase (LOX) is a key enzyme that oxidizes alpha-linolenic acid in the first step of this pathway [63]. In RM-infested ramie, two potential LOX encoding genes (comp29491_c1 and comp29491_c2) were found to be upregulated, and two genes (comp37093_c0 and comp25237_c0) were downregulated. 

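The higher lipoxygenases comp29491_c1 and comp29491_c2 both have a 9S-lipoxygenase as best hit. The first had 2,039 reads in CK and 19,799 in CH, 6.42-fold more (6.13 to 6.72), and the second 946 and 6,087, 4.25-fold more (3.97 to 4.56). They belong to one assembled component and can share reads. The unigene comp25237_c0, a chloroplast 13S-lipoxygenase, was 3.00-fold lower in CH (2.38 to 3.80). The annotation gives comp37093_c0 as an acyl-CoA oxidase, an enzyme of a later step of jasmonate synthesis, and it had 1,688 and 5,315 reads, 2.08-fold more in CH (1.97 to 2.20). A further lower lipoxygenase was comp37039_c0, of the 13S type, with 1,463 and 982 reads (2.25-fold fewer, 2.08 to 2.45).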

The octadecanoid pathway, however, was not significantly affected. Additionally, the efficiency of the JA mediated defense response varied in different herbivore-plant interaction systems and either decreased [64] or increased resistance [37]. Therefore, the role of JA and JA regulation in ramie-RM interactions needs to be investigated in future studies.

## 5. Conclusions

In summary, to our knowledge, this is the first study on transcriptome changes in ramie leaves induced by insects (RM larvae). The transcriptomes of RM-infested and uninfested ramie leaves were sequenced using Illumina sequencing, and 29,988 and 26,759 unigenes were obtained, respectively. Comparative transcriptome analysis showed that the expression of 1980 genes changed substantially in ramie leaves in response to infestation with RM larvae. Differential expression of some genes was confirmed by qRT-PCR. Many genes encoding for TFs, PIs, and antioxidant enzymes, which are thought to be involved in insect resistance, were regulated by RM larvae infestation. Further characterization of the targets of these genes will help us understand the details of ramie insect resistance.

## Supplementary Material

The supplementary materials contain 8 files, they are some important data related to the methods and results of the presented study. These data make paper easier to read and understand.

## Figures and Tables

**Figure 1:**
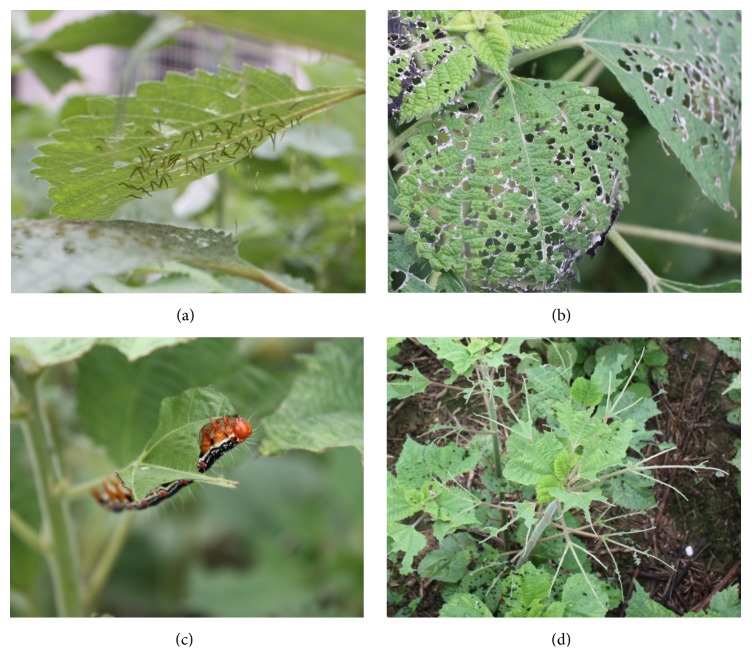
Pictures of* Cocytodes coerulea *Guenée larvae and their resulting damage to ramie leaves. (a) J2 stage larvae feeding on ramie leaves. (b) The resulting net-like structure for the ramie leaves after J2 stage herbivory of* C. coerulea*. (c) A J5 stage larva eating a ramie leaf. (d) The remaining stems and main veins after infestation of the J5 stage larvae.

**Figure 2:**
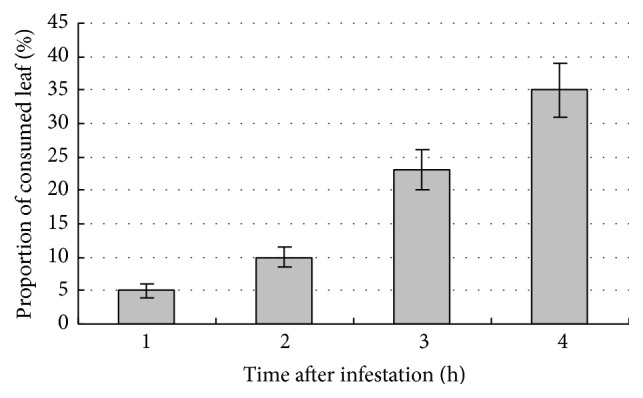
The proportion of leaf consumed per larva (J2 stage) at different time after infestation.

**Figure 3:**
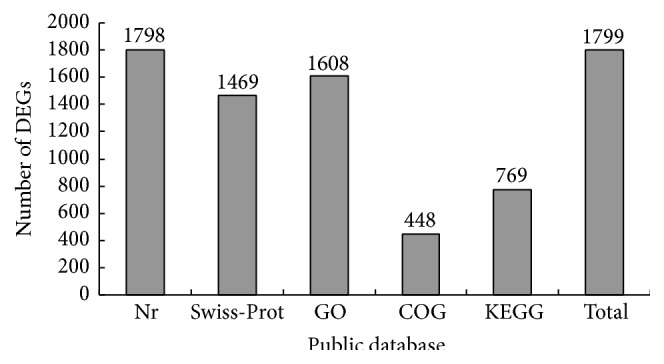
Numbers of differentially expressed genes (DEGs) annotated in five public databases.

**Figure 4:**
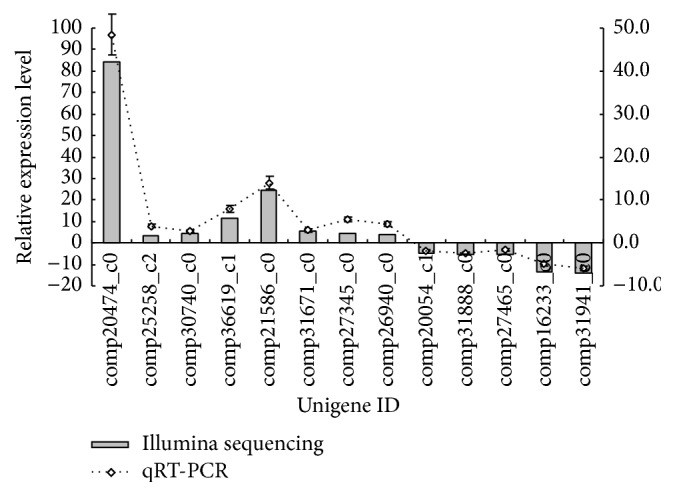
Validation of the gene expression results obtained from Illumina sequencing by qRT-PCR. The left and right vertical ordinates indicate normalized gene expression determined by RNA sequencing and qRT-PCR, respectively.

**Table 1:** Summary of sequencing and assembly results.

	CK	CH	Total
Total clean reads	40,187,616	62,784,364	
Total clean nucleotides (nt)	4,149,401,262	6,340,667,793	
GC percentage (%)	51.29	50.73	
*N* percentage (%)	0.04	0.04	
Q20 percentage (%)	90.39	90.35	
*Contigs*			
Total number	2,704,882	4,239,322	3,582,696
Total length (nt)	129,385,682	185,382,731	208,724,373
N50 length (nt)	47	43	49
Mean length (nt)	48	44	58
*Transcripts*			
Total number	52,165	58,093	75,553
Total length (nt)	66,692,367	72,503,398	88,128,254
N50 length (nt)	1,846	1,849	1933
Mean length (nt)	1,278	1,248	1166
*Unigenes*			
Total number	26,759	19,988	46,533
Total length (nt)	27,761,126	29,962,009	39,341,510
N50 length (nt)	1,708	1,678	1,585
Mean length (nt)	1,037	982	845

**Table 2:** Number of unigenes annotated in five public databases.

Database	Annotated number	300 ≤ length < 1000	Length ≥ 1000
Nr	24,217	8,771	11,840
Swiss-Prot	17,948	6,299	9,198
GO	20,736	7,115	10,781
COG	9,089	2,608	5,394
KEGG	5,929	2,008	2,914
Total	**24,327**	8,808	11,842

**Table 3:** Summary of differentially expressed genes annotated as transcription factors.

Gene family	Upregulated	Downregulated	DEG number
AP2	1	0	1
ARF	1	1	2
bHLH	5	14	19
bZip	1	0	1
C2H2	0	2	2
CAMTA	0	1	1
COL	0	1	1
EFR	5	9	14
GATA	0	2	2
GLK	0	1	1
TRY	1	0	1
HSF	1	1	2
HY5	0	1	1
MYB	3	5	8
NAC	5	1	6
ORG	0	1	1
RF2	0	3	3
TGA3	0	1	1
TT2	0	1	1
WRKY	2	2	4
YABBY	0	1	1
ZFP	4	10	14
Total	29	58	87

**Table 4:** List of pathways significantly enriched in differentially expressed genes (*P* < 0.05).

Pathway term	DEGs tested	*P* value	Pathway ID
*Pathways for both upregulated and downregulated DEGs*			
Ribosome	84 (23.46%)	9.13*E* − 11	ko03010
Glycosphingolipid biosynthesis-globo series	4 (1.12%)	4.27*E* − 03	ko00603
Zeatin biosynthesis	6 (1.68%)	5.95*E* − 03	ko00908
Ubiquinone and other terpenoid-quinone biosyntheses	7 (1.96%)	1.43*E* − 02	ko00130
*Pathways for upregulated DEGs*			
Alpha-linolenic acid metabolism	5 (1.4%)	6.95*E* − 04	ko00592
Valine, leucine, and isoleucine degradation	13 (3.63%)	7.32*E* − 03	ko00280
Arachidonic acid metabolism	4 (1.12%)	2.43*E* − 02	ko00590
Isoquinoline alkaloid biosynthesis	4 (1.12%)	4.74*E* − 02	ko00950
*Pathways for downregulated DEGs*			
Carotenoid biosynthesis	8 (2.23%)	1.95*E* − 03	ko00906
Photosynthesis	21 (5.87%)	2.43*E* − 03	ko00195
Photosynthesis: antenna proteins	9 (2.51%)	2.32*E* − 02	ko00196
Sulfur metabolism	7 (1.96%)	3.06*E* − 02	ko00920
Pentose and glucuronate interconversions	10 (2.79%)	3.73*E* − 02	ko00040

How the deposited data were processed for this re-analysis (not part of the article)

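Leaf RNA of ramie Chuanzhu 8 was sequenced in 2 libraries, 1 from plants challenged with RM larvae (CH) and 1 from control plants (CK). Each library was made from the mixed RNA of leaves taken at 12, 24, 48 and 72 h, and each time point pooled 5 plants. There are no replicate libraries, so no difference has a replicate check.

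The authors assembled the reads of both libraries into 46,533 unigenes and deposited 1 table per library. In these tables the authors give each unigene an expected count of fragments, which is not normalized. The deposited RPKM divides the expected count by the effective length of the unigene and the total of its library. The deposited TPM is scaled by the authors to a fixed sum per library and was not used for any value. Lengths are given by the authors as averages over the transcripts of a unigene. The deposited annotation gives hits in Nr, Swiss-Prot, GO, COG and KEGG. The program and settings with which the authors mapped and counted the reads are not given in the sources used here, and the notes on the samples name DESeq without a version. Counted fragments were 17,800,062 in CK and 26,938,918 in CH, the totals to which reads were scaled.

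Expected counts were rounded to whole reads. The 2-sided test of Audic and Claverie was computed for each of the 43,302 unigenes with at least 1 read in either library, and its p was adjusted by the method of Benjamini and Hochberg. A unigene was called at an adjusted p below 0.01 and an RPKM ratio of at least 2. Ratios of counts per library total were given exact 95% (Clopper-Pearson) intervals, which cover counting error only. A ratio against 0 reads is a bound from a floor of 3 reads. The test was tested on simulated data with the library sizes and mean counts of these libraries. Changed unigenes were drawn only from those with an expected count of at least 10 in CK, so the shares called do not cover unigenes with fewer reads. For CH against CK simulated with counting error alone, over 41,208 unigenes, 87% of 100 unigenes changed 3-fold and 93% of 100 changed 8-fold were called, with 0 false calls. With a biological coefficient of variation of 0.2, over 41,096 unigenes, 85% and 99% were called with 420 false calls. With 0.4, over 40,844 unigenes, 63% and 96% were called with 4,118 false calls. The intervals held the true ratio for 96.2% of 23,630 unchanged simulated unigenes with at least 10 reads over both libraries.

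Gene lists were built from words in the annotation and from the KEGG orthologs of the ribosome, photosynthesis, antenna protein and alpha-linolenic acid pathways. They cover jasmonate biosynthesis and signaling, ethylene, salicylate and PR proteins, inhibitors of proteases and digestive enzymes, peroxidases, antioxidant enzymes, glutathione S-transferases, cytochrome P450s, polyphenol oxidases and laccases, phenylpropanoids, flavonoids, terpene synthases, lectins, heat shock proteins, light-harvesting proteins, photosystem subunits, the Calvin cycle, ribosomal proteins, clock genes, histones, tubulins and actins, expansins, cellulose synthases, lipid transfer proteins, WRKY, NAC, ERF, bHLH and MYB factors, auxin, gibberellin, abscisic acid, senescence, sugar transport and nitrogen transport. Further lists hold the unigenes with a best hit to an animal, a fungus or oomycete, a bacterium, a virus, or a protist or alga. The median log2 ratio of a list was taken over its unigenes with at least 10 reads over both libraries, with 0 reads set at the floor. Its percentile among 10000 random lists, matched on mean expression in 20 bins, is a description of these libraries. Named unigenes are those the paper names, the 6 highest and the 6 lowest in CH by the bound of the interval nearest to 1 among those with an informative name, and up to 3 in each direction from each list. The paper's values for its named genes were known when this rule was set. Other unigenes are marked where they were chosen after their values were seen.

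The test for calls, the lists and the alternatives were set before the data were examined, except 2 alternatives that are marked as chosen after seeing the data. The tests of explanations in the closing section were all chosen after the results were seen. The alternatives were an exact binomial test, edgeR's exact test with a dispersion estimated blind to the groups or with an assumed coefficient of variation of 0.2 or 0.4 between libraries, scaling by TMM or by the median of ratios, filters of at least 10 reads over both libraries or in each, pseudocounts of 0.1 and 1 on RPKM, a 4-fold threshold and an adjusted p threshold of 0.001. The dispersion blind to the groups had a common coefficient of variation of 0.407. The qRT-PCR values and the enrichment test over all pathways were left out, the first because the values are not in the tables used here and the second because the assignment of unigenes to every pathway is not. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.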

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

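All tests of explanations in this part were chosen after the results were seen.

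Of 25 gene lists that the paper does not discuss, 14 had a median log2(CH/CK) outside the middle 95% of 10000 random lists, 10 below it and 4 above. Lists of unigenes drawn at random would give 1.25. Unigenes of a family can share reads or vary together, unlike unigenes drawn at random, so this contrast is a description and not a test. Glutathione S-transferases had a median of 0.54, above all random lists, with 6 higher and 2 lower of 49 (6 and 2 when adjusted over the list alone). Ethylene genes had a median of 0.29, at the 99.5 percentile, with 6 higher and 0 lower of 58 (6 and 0 when adjusted over the list alone). The terpene list had a median of −0.80, below all random lists, with 3 higher and 6 lower of 38 (3 and 6 when adjusted over the list alone). Gibberellin genes (−0.69) and the Calvin cycle (−0.63) were also below all random lists. Expansins and xyloglucan enzymes had a median of −0.67, at the 0.02 percentile, and auxin-responsive genes one of −0.25, at the 0.07 percentile. Nitrogen transport genes had a median of −0.48, at the 0.01 percentile, with 2 higher and 15 lower of 81 (2 and 16 when adjusted over the list alone). Phenylpropanoid and lignin genes had a median of −0.32, at the 0.07 percentile, with 3 higher and 10 lower of 82 (3 and 12 when adjusted over the list alone). Cytochrome P450s had a median of −0.16, at the 2.02 percentile, with 12 higher and 16 lower of 183 (13 and 16 when adjusted over the list alone). Lectins and lectin-domain kinases had a median of −0.20, at the 2.22 percentile, with 9 higher and 8 lower of 191 (9 and 8 when adjusted over the list alone). Tubulins and actins had a median of −0.44, at the 0.27 percentile, with 7 higher, 6 of these with at most 3 CK reads, and 7 lower of 97 (7 and 7 when adjusted over the list alone). Unigenes with a best hit to a fungus or oomycete had a median of 1.72 over 260 unigenes, and those with a best hit to a protist or alga one of 1.20 over 130, both above all random lists, with the same calls when adjusted over the list alone (117 and 6, 50 and 7). With at least 10 reads in each library the medians were −0.36 and 0.21.

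In CH 91 ribosomal protein unigenes were higher that had at most 3 reads in CK. At most 3 CK reads and at least 10 CH reads were counted for 118 of all 510 pathway unigenes, where the library totals alone give 4.20 (SD 1.95). The greater depth of CH thus falls short of this number. The test behind the calls already allows for depth, and 91 of the 118 are those called, so the count is not separate evidence. A general rise of ramie's own ribosomal transcripts is excluded as the cause of differences of this size, since pathway unigenes with a eudicot best hit had a median log2 of 0.37 (interquartile range 0.07 to 0.55), though 10 of the 91 had a eudicot best hit themselves. Reads of another organism in the CH library are a candidate explanation, since 89.0% of the 91 had a best hit outside the eudicots or one that named no genus. Of the other 202 with at least 10 reads, 15.3% had such a hit. The organism stays open, the moth included, since 0 Swiss-Prot best hits are to human, fruit fly or silkworm, so that the 0 hits to animals can come from the databases searched, and the 153 hits outside land plants among all higher unigenes with at most 3 CK reads are spread over 81 genera.

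Photosynthesis unigenes were lower in CH. A few unigenes taking more of the CH reads is excluded as the cause, since the median log2 of the pathways was still −0.53 under median-of-ratios scaling. Another time of day in the CH leaves cannot be told apart, since evening clock genes stood 0.80 above morning ones on the log2 scale but only 3 morning and 4 evening unigenes were measured and none was called, and the paper states that CK plants were sampled at the same times. A later stage of growth in the CH leaves cannot be told apart either, since histones had a median log2 of 0.0212 while expansins were lower, and 1 library per group leaves no leaf of known age to compare. A response of the plant to the larvae, which the design names, stays open and was not tested.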

How the results depend on the processing

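Requiring at least 4 CK reads, and leaving out unigenes with a best hit outside land plants, were alternatives chosen after seeing the data. The main counts each kept within 1.5 times its value with the exact binomial test, at an adjusted p threshold of 0.001 and with at least 10 reads over both libraries, which for list medians is the filter already used. Most counts moved furthest with the variation assumed between libraries, and the ribosomal count with the filter on reads in CK. With the dispersion estimated blind to the groups 60 unigenes were higher and 51 lower, and 2 transcription factors, 1 insect-defense unigene, 23 ribosomal, 3 photosynthesis and 0 alpha-linolenic acid unigenes were called. With an assumed coefficient of variation of 0.2 these were, leaving out the ribosomal ones, which kept within 1.5 times their number, 495, 579, 38, 7, 17 and 1, and with 0.4 they were 134, 52, 5, 1, 2 and 0. A 4-fold threshold gave 585, 654, 35, 11, 11 and 1 in the same order, where a unigene with 0 reads in a library passes any fold threshold. With 0 reads set at the floor, 512 of the higher and 640 of the lower unigenes differed at least 4-fold. TMM and median-of-ratios scaling each gave 5 alpha-linolenic acid unigenes higher and moved no other main count. With at least 10 reads in each library 632 unigenes and 0 ribosomal ones were higher, since this filter removes unigenes near absent from CK. At least 4 CK reads gave 715 and 2 for the same reason, and without hits outside land plants 40 ribosomal unigenes were higher. Both scalings shift every log2 value alike, by 0.053 (TMM) and 0.078 (median of ratios). The place of a list among random lists therefore cannot change with them, and no median outside the middle 95% changed sign. With at least 10 reads in each library 35 of the 44 list medians kept their place inside or outside the middle 95% of random lists. The median of unigenes with a fungal or oomycete best hit reversed from 1.72 to −0.36. Peroxidases (0.18, from 0.41), cytochrome P450s (−0.16) and lectins (−0.20) moved inside the middle 95% of random lists, while PR proteins (−0.22), polyphenol oxidases (0.29), NAC factors (0.26), senescence genes (0.34) and sugar transport (−0.23) moved outside it. The cause was not tested. Called unigenes could not change sign, since the scaling shifts are far under the 2-fold threshold and a pseudocount keeps the sign of a log2 ratio. Of 209 named unigenes, the log2 values of 8 (TMM), 17 (median of ratios) and 32 (pseudocount 1) moved by more than the wider arm of their 95% counting interval. No paired analysis was possible because each group has 1 library, and no replicate could be left out. Counts of uniquely mapped reads are not given in the tables, so that alternative was not run. Depth limits the unigenes under 10 reads in a library, 18,499 unigenes having that many in CK and 20,402 in CH.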

Differences from the paper's values

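Counts and folds are set out here where they differ from the paper's by more than 1.5 times. The 1,075 higher unigenes and the 2,929 calls in all also exceed the paper's numbers, but by less than that. The paper's number of downregulated genes is 1,230, where 1,854 unigenes were lower in CH at the thresholds of the paper's methods. The paper's Results name the Audic-Claverie test, which was used, and its Methods name DESeq. Table S3 lists an FDR of 0.0051 for comp37971_c1 and 0.00019 for comp35627_c1. Here the Audic-Claverie test gave adjusted p of 7.0e-38 and 1.7e-107. Other factors, such as comp29464_c0, are listed with an FDR of 0. The larger FDRs argue against that test on the deposited counts as their source, so the numbers rest on unlike tests or counts. Of the alternatives set before the data were examined, the exact binomial test (1,766), TMM scaling (1,697), median-of-ratios scaling (1,638), at least 10 reads in each library (1,574) and an adjusted p threshold of 0.001 (1,583) come within 1.5 times the paper's number. The filter of 10 reads over both libraries (1,912), the 4-fold threshold (654) and edgeR's exact test with the dispersion blind to the groups (51) or an assumed coefficient of variation of 0.2 (579) or 0.4 (52) do not.

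The paper's number of insect-defense DEGs is 16, where 25 were called. The exact binomial test (22), median-of-ratios scaling (24), at least 10 reads in each library (19), the 4-fold threshold (11) and an adjusted p threshold of 0.001 (18) come within 1.5 times of it. TMM scaling (25), at least 10 reads over both libraries (25), the dispersion blind to the groups (1) and assumed coefficients of variation of 0.2 (7) and 0.4 (1) do not.

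For alpha-linolenic acid metabolism the paper's number of upregulated DEGs is 5, where 3 unigenes were higher. TMM scaling and median-of-ratios scaling both give 5. The exact binomial test (3), 10 reads over both libraries (3) or in each (3), an adjusted p threshold of 0.001 (3), the 4-fold threshold (1), the dispersion blind to the groups (0) and assumed coefficients of variation of 0.2 (1) and 0.4 (0) do not reach within 1.5 times of it.

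The paper's number of DEGs with a COG annotation is about 450 in Figure 3, read by eye, where 976 called unigenes had one. An assumed coefficient of variation of 0.2 (406) and the 4-fold threshold (369) come within 1.5 times of it. The exact binomial test (967), TMM scaling (951), median-of-ratios scaling (949), 10 reads over both libraries (999) or in each (774), an adjusted p threshold of 0.001 (890), the dispersion blind to the groups (46) and an assumed coefficient of variation of 0.4 (92) do not. The paper's KEGG number in the same figure, about 770 read by eye, is within 1.5 times of the 572 found. If the bars of COG and KEGG in that figure were exchanged, both numbers would be within 1.5 times.

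For the peroxidase comp30740_c0 the paper's RNA-seq fold is about 4.5 in Figure 4, read by eye, where the RPKM ratio was 2.18. It was 2.26 with TMM scaling, 2.30 with median-of-ratios scaling, 2.18 with a pseudocount of 0.1 and 2.17 with a pseudocount of 1, so none of these reaches the paper's value. Taken as a log2 value the ratio would be a fold of 4.53, while 11 other bars of the figure are within 1.5 times of the untransformed ratio. The other unigenes of that figure had the direction shown there.

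The paper gives comp37093_c0 as a lipoxygenase that was downregulated, while the annotation names it an acyl-CoA oxidase and it was 2.08-fold higher in CH. The other lipoxygenases it names, comp29491_c1, comp29491_c2 and comp25237_c0, had the stated direction. The WRKY unigene comp32854_c0 is listed as downregulated and had a log2 value of −0.99, which no alternative called, while the other factors of Table S3 were called in the listed direction.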

Other observations

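No explanation was tested in this part, and the unigenes named from the class with few CK reads were chosen after the results were seen.

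PR-1 proteins, which plants make in defense against microbes, went both ways. The PR-1 unigene comp32330_c0 was 18.1-fold higher in CH (14.6 to 22.7), and those of the qRT-PCR set were lower. A glucan endo-1,3-beta-glucosidase (comp24978_c0) was 4.97-fold higher (4.68 to 5.28). Over 143 unigenes of salicylate and PR proteins 9 were higher and 15 lower (9 and 15 when adjusted over the list alone), with a median log2 of −0.14 at the 11.2 percentile of random lists. The list matched the extensin-like comp41382_c0 by its name. Polyphenol oxidases and laccases had 7 higher and 0 lower of 41 (7 and 1 when adjusted over the list alone), among them comp25258_c0 (4.43-fold, 3.32 to 6.01), with a median of 0.25 at the 96.6 percentile. Lipid transfer proteins had 9 higher and 5 lower of 43 (9 and 5 when adjusted over the list alone) and a median of −0.05 at the 38.8 percentile. A DIR1-like one, a type that acts in systemic resistance (comp34417_c0), was 18.3-fold lower (13.8 to 24.8). In the ethylene list a homolog of ACC oxidase (comp30277_c0) was 2.42-fold higher (1.97 to 2.99). Squalene monooxygenase of sterol synthesis (comp35993_c0), a member of the terpene list, was 9.20-fold lower (7.46 to 11.4). The cutin-type cytochrome P450 86A2 (comp35895_c0) was 18.3-fold lower (16.2 to 20.8).

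Single unigenes of senescence, sugar and nitrogen transport were called, while the medians of the senescence and sugar transport lists lay inside the middle 95% of random lists. The rhodanese-like comp35077_c1, annotated as senescence-associated, was 3.07-fold higher (2.99 to 3.16), and 3 of 22 senescence and remobilization unigenes were higher and 1 lower (3 and 1 when adjusted over the list alone), with a median of 0.33 at the 95.3 percentile. A neutral invertase, which splits sucrose (comp32125_c0), was 3.39-fold higher (3.15 to 3.65), while a soluble acid invertase (comp38844_c1) was 3.08-fold lower (2.74 to 3.47). Sugar transport genes had 4 higher and 8 lower of 67 (5 and 8 when adjusted over the list alone) and a median of −0.19 at the 2.70 percentile. Nitrate reductase (comp39172_c0) was 3.88-fold lower (2.68 to 5.71). Abscisic acid and drought genes had 7 higher and 7 lower of 76 (8 and 7 when adjusted over the list alone) and a median of −0.04 at the 34.6 percentile. A dehydrin (comp30517_c0) had 1 read in CK and 150 in CH, a ratio of 99.1 (17.5 to 3941). Flavonoid and tannin genes had 6 higher and 12 lower of 98 (6 and 14 when adjusted over the list alone) and a median of −0.07 at the 31.5 percentile. Heat shock proteins had 9 higher and 7 lower of 199 (10 and 7 when adjusted over the list alone) and a median of 0.04 at the 72.3 percentile. Clock and photoreceptor genes had 3 higher and 8 lower of 62 (3 and 9 when adjusted over the list alone) and a median of −0.08 at the 12.1 percentile. None of 50 histone unigenes was called, as when adjusted over the list alone (0 and 0), and their median of 0.02 was at the 46.1 percentile.

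Medians of lists whose calls stand beside the text were as follows. Photosystem subunits had −0.58 and the photosynthesis pathway (131 unigenes) −0.61, both below all random lists, light-harvesting proteins −0.61 at the 0.03 percentile, and antenna proteins (50 unigenes) −0.61 at the 0.06 percentile. Cytosolic ribosomal proteins had 0.62, above all random lists, and plastid and mitochondrial ones −0.04 at the 20.4 percentile. Percentiles were 85.1 for WRKY, 70.4 for NAC, 69.6 for ERF and 15.0 for MYB factors. The lists of best hits to bacteria and to viruses, like that of animals, hold 0 unigenes, which the databases searched can account for.

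The 380 higher unigenes with at most 3 CK reads had 209 reads in CK and 23,605 in CH, which is 0.0876% of the CH reads. Among them were 94 cytosolic ribosomal proteins, 9 elongation factors, 10 subunits of ATP synthase or cytochrome c oxidase, 6 actins or tubulins and 0 unigenes of photosynthesis, and 25 had a best hit to barley. Actin unigenes comp25660_c0 (3.52-fold, 2.90 to 4.27) and comp25660_c2 (4.13-fold, 2.74 to 6.35) were lower in CH. The actin comp29145_c1, with a best hit to a cryptophyte alga, had 4 reads in CK and 177 in CH (29.2-fold, 11.2 to 108).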
